A study of Homo sapiens with 12 samples. Its data were reported in "MicroRNA-1 protects the endothelium in acute lung injury" (2023).

How the data were processed

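Human umbilical vein endothelial cells (HUVECs, primary cells that line the vein of the umbilical cord) were transduced with a lentivirus that expresses miR-1 in vascular cells (V-miR-1) or with the empty vector (V-ctrl). A part of each lysate was kept as input. From the rest, Argonaute-2 (Ago), the protein of the RNA-induced silencing complex (RISC) that holds the microRNA and its target mRNA, was immunoprecipitated and the bound RNA was extracted. Both fractions were sequenced with a low-input library kit. There were 12 libraries in 4 groups of 3 replicates: V-ctrl input, V-miR-1 input, V-ctrl Ago and V-miR-1 Ago. Groups and replicate numbers were taken from the sample titles.

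The authors deposited one table of whole-number counts for 58288 human Ensembl gene IDs, with 1 column per library and no normalization. The aligner, the counting tool, the genome build, the annotation release and the use of strand were not stated. The layout of the table is that of a script that works counts back from the read coverage of assembled transcripts, but no source names the tool. The study's own series description speaks of transfection, whereas the protocol describes lentiviral transduction, and the protocol was followed here. Column names identified the fraction and the replicate number of each library. The vector was read from a letter M in the column names of 1 vector, which matches miR-1 in the titles of that group, and the other vector was assigned by elimination. Directions between vectors depend on this reading.

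Gene symbols came from a table of Ensembl IDs, in which 57577 of the 58288 IDs were found and 41836 had a symbol. No row lacked a gene ID, and 28334 genes had no count in any library. No coordinates are given, since the build of the table is not stated. Overlaps between genes were taken from the RefSeq annotation of GRCh38.p14 by symbol. Counts of genes that overlap another gene, of antisense genes and of genes with near-identical copies are uncertain, since the counting could split or share their reads. Genes on the Y chromosome and XIST are not named.

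Library totals ran from 11.9 to 19.8 M counts. Intervals and limits drawn from counts cover counting error only, because reads without molecular identifiers are not independent molecules. A gene with 3 or fewer counts in every library of a group was treated as not detectable there. Replicates of a group differed by far more than counting noise, with a mean chi-square of 29.4 to 93.5 per gene. This argues against the same library sequenced again but does not exclude it. Reads that the counting assigned differently between overlapping genes would also raise that value. Repeat libraries of one lysate would also differ by more than that noise. The 12 libraries were counted as separate samples by their titles, and whether replicates came from separate cultures was not stated.

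Counts were tested with edgeR 4.0.16 in R 4.3.3. Lowly expressed genes were removed with filterByExpr (minimum count 10), libraries were scaled by TMM, and groups were compared with the quasi-likelihood F-test. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called. Errors of log2 fold changes are standard errors derived from the F statistic. Normalized values are TMM-scaled counts at a common library total (CPM), with the SD over 3 replicates. The 4 pairwise comparisons used only the 6 libraries of the groups compared. RISC recruitment was expressed as the change of the Ago-to-input ratio between vectors, that is, the Ago-against-input log2 fold change with V-miR-1 minus that with V-ctrl, in one model of all 12 libraries.

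Gene lists were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, beside fry and camera with an estimated correlation. These tests rest on a model across all genes and are not exact tests, so the medians of the lists were also set beside those of other splits of the libraries. The 4 list tests fixed beforehand and the 6 tests of lists added later were adjusted as separate families. Other list tests are given unadjusted. The study-named list held 22 genes. They are the genes in the study's heatmap of recruited genes and RASSF2, which the heatmap lacks and which was added here because the study's text names it among them, so the list is 1 gene longer than the study's. Among the 22 were PDE5A, BTN3A3, CNKSR3, LACC1, ANGPT2, CX3CL1, MOB3C, CSF1, IRF1, C2CD4B, KIAA1217, NFKBIB, SH3BP5, IRAK2, VPS37C, PSMB9, SELE, F2RL1, TNFAIP2, CCL2 and RASSF2. The study chose this list partly on these libraries, so its results are not independent evidence. The described list held 12 targets of miR-1 from general knowledge, among them TWF1, TAGLN2, CNN3, HDAC4, GJA1, CAP1, LASP1, CORO1C, PNP, TKT and PGD. A further list of 16 described targets (TMSB4X, EDN1, NRP1, VEGFA, MET, FN1, FOXP1, HSP90B1, ETS1, ANXA2, XPO6, SLC44A1, CLCN3, UTRN, ARCN1 and SERP1) and a list of 10 interferon-stimulated genes (ISG15, IFIT1, IFIT2, IFIT3, MX1, OAS1, OASL, RSAD2, IFI6 and IFI44L) were added later, before the values of their genes were looked at. The lists share no gene. A member of each of the first pair of lists counts in the list's values and is not reported here by itself.

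The groups, the tests, the first pair of lists, the processing alternatives and the rule for naming genes were fixed before the data were examined. The rule allowed the genes of those lists, the miR-1 host genes, MIB1, AGO2 and, per comparison, up to 5 genes in each direction with the smallest p-values among called genes with a symbol whose groups did not overlap. The alternatives were the scaling (median of ratios, or library size only), the filter (none, or at least 10 counts in every library), DESeq2 1.42.0, a rule of unadjusted p under 0.05 and absolute log2 fold change above 0.5 (modelled on the study's rule for genes increased by TNF-α, of which the base of the logarithm and any adjustment of p were not stated, and widened here to both directions), the replicate number as a block, all 12 libraries in one model, a prior count of 2 for the lists, and leaving out each replicate. A robust quasi-likelihood fit and the mitochondrial share without the genes of the ribosomal RNAs were added after the data were seen. Single values of 2 groups were compared with the exact two-sided permutation test, which cannot go below p = 0.1 with 3 libraries against 3.

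The scripts were tested on simulated data, drawn from the means, dispersions and library sizes of these libraries with 200 genes changed by a known fold. Of genes changed 4-fold, 70.5% were recovered in the input comparison with 9 false calls, 34.5% in the Ago comparison with 4 false calls, and 17.5% in the comparison of Ago-to-input ratios with 4 false calls. In the simulated comparison of Ago with input, 34.5% were recovered with 10 false calls. Of genes changed 2-fold, 8% were recovered in input and 0% in the other 3 comparisons. All recovered genes had the right sign. A shift of the 22-gene list by 0.25 on the log2 scale gave a camera p-value under 0.05 in 15 of 20 simulations, a shift by 0.5 did so in 20, and no shift in 0. Those simulations drew genes independently. Sites of the miR-1 seed in 3′ untranslated regions were not analysed here, since no genome sequence was used.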

Results

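RNA of HUVECs carrying either vector was sequenced from whole lysate (input) and after Ago pull-down, with 3 replicates per group and 12 libraries in all. The assay asks which mRNAs miR-1 brings to RISC. V-ctrl input libraries held 17.8, 13.8 and 15.2 M counts, and V-miR-1 input libraries 14.3, 15.1 and 18.9 M. V-ctrl Ago libraries held 16.6, 19.8 and 11.9 M counts, and V-miR-1 Ago libraries 16.9, 16 and 19.1 M.

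The fractions differed in composition, and the vectors did not detectably. Mitochondrially encoded genes took 6.41% ± 0.23 of counts in V-ctrl input and 6.17% ± 0.53 in V-miR-1 input (SD, n = 3). They took 1.45% ± 0.21 in V-ctrl Ago and 1.45% ± 0.15 in V-miR-1 Ago (SD, n = 3). Every Ago library was below every input library, and the exact two-sided permutation test gave p = 0.1 for either vector, the smallest p that 3 against 3 libraries allow. Between vectors, the exact permutation p was 0.6 in input and 1 in Ago. The 4 tests were not past 0.05 before or after adjustment. Leaving out the genes of the 2 mitochondrial ribosomal RNAs moved these shares most, to 3.26% and 2.99% in input and 1.22% and 1.23% in Ago for V-ctrl and V-miR-1. Genes with at least 1 count numbered 21245 ± 861 in V-ctrl input, 21045 ± 564 in V-miR-1 input, 17411 ± 283 in V-ctrl Ago and 17193 ± 605 in V-miR-1 Ago (SD, n = 3). The V-miR-1 Ago library of replicate 3 had the fewest, 16495.

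**Figure D1:**
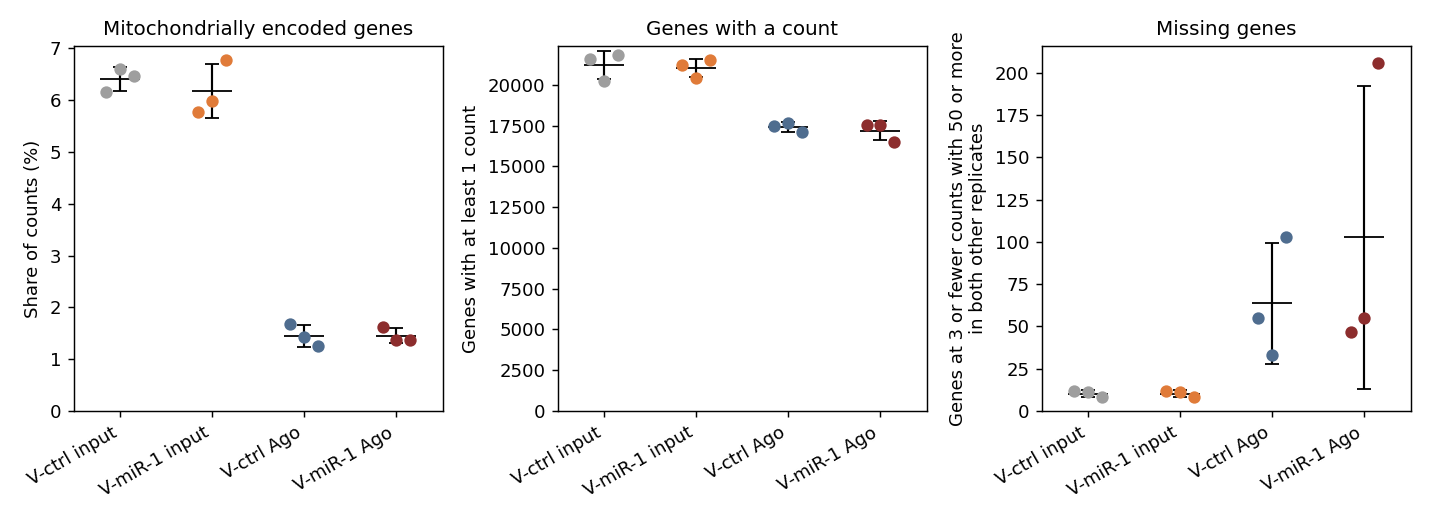
Each point is 1 library, and bars give the mean ± SD of 3 replicates for the mitochondrial share of counts (%), the number of genes with at least 1 count, and the number of genes at 3 or fewer counts that had 50 or more in both other replicates. Ago libraries lie below input libraries in the first 2 panels and above them in the last, where V-miR-1 Ago replicate 3 reaches 206.

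Replicates were less alike in the Ago fraction. Spearman correlations across genes, which are not independent replicates, ran from 0.963 to 0.971 between replicates within the input groups and from 0.904 to 0.929 within the Ago groups. The biological coefficient of variation was 29.5% over the input libraries and 63.5% over the Ago libraries. Genes with 3 or fewer counts in 1 library and 50 or more in both other replicates numbered 8 to 12 per input library and 33 to 206 per Ago library.

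Genes that bear on the labels were examined first. MIR1-1 (ENSG00000199017.2), MIR1-2 (ENSG00000284453.1) and MIR1-1HG (ENSG00000174407.13) had 0 counts in each of the 12 libraries, where a count of 0 allows up to 3 counts per library, so the hairpin and host transcripts do not show which libraries received V-miR-1. MIB1 (ENSG00000101752.11), in which MIR1-2 lies, had 48 to 1241 counts per library. AGO2 (ENSG00000123908.11) was measured at 49.8 ± 1.7 CPM in V-ctrl input, 43.8 ± 5.7 in V-miR-1 input, 148 ± 28 in V-ctrl Ago and 166 ± 25 in V-miR-1 Ago (SD, n = 3). Its Ago-against-input log2 fold change was 1.58 ± 0.17 (SE) with V-ctrl (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00524) and 1.92 ± 0.18 with V-miR-1 (adjusted p = 0.00236). AGO2 did not differ between vectors in input, at −0.18 ± 0.13 (adjusted p = 0.903).

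To ask what miR-1 does to mRNA levels in the lysate, V-miR-1 input was compared with V-ctrl input. Of 15288 genes, 8 were called at an adjusted p-value under 0.05, 5 higher and 3 lower, and 802 had an unadjusted p under 0.05, against 764 by chance. The groups did not overlap for 12.1% of genes, where chance gives 10%. Of the 10 possible splits of these libraries, the real one included, 5 gave at least 8 called genes. The number of calls therefore does not set the vectors apart from other groupings. ATP1B3 (ENSG00000069849.10) rose from 160 ± 8 to 377 ± 19 CPM (SD, n = 3), a log2 fold change of 1.23 ± 0.09 (SE, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0114). PLD1 (1.48 ± 0.14, adjusted p = 0.0263), ORAI2 (3.43 ± 0.25, adjusted p = 0.0114) and TOMM40L (3.90 ± 0.36, adjusted p = 0.0263) were also higher, and TIMM8B (−1.34 ± 0.12, adjusted p = 0.0213) and ABLIM1 (−1.92 ± 0.17, adjusted p = 0.0213) were lower. ORAI2 ranged from 94 to 2293 counts within the V-ctrl Ago replicates and from 69 to 3532 within the V-miR-1 Ago replicates. The other 2 called genes have no symbol and were named after their values were seen. ENSG00000280486.1 had 203 to 287 counts in V-miR-1 input and 0 in V-ctrl input, at least 65-fold higher. ENSG00000251537.4 had 102 to 143 counts in V-ctrl input and 0 in V-miR-1 input, at least 35.4-fold lower. Both had 0 counts in all 6 Ago libraries. The rule of unadjusted p and fold change moved the count most, to 455 genes. Without V-miR-1 input replicate 1, 1 gene was called, which was none of the 8, and without V-ctrl input replicate 2, 13 were, 3 of them among the 8. None of the 6 genes with a symbol kept its call in every fit without 1 library, and PLD1 kept it in none.

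In the Ago fraction, before the lysate level was taken into account, V-miR-1 was compared with V-ctrl. None of 14682 genes was called (0), and 531 had an unadjusted p under 0.05, against 734 by chance. The smallest adjusted p-value was 0.626 (edgeR quasi-likelihood, Benjamini-Hochberg). The groups did not overlap for 10.4% of genes, where chance gives 10%. In simulated libraries of this spread, 34.5% of genes changed 4-fold and 0% of genes changed 2-fold were recovered. For most genes a 2-fold change would therefore have been missed here. This need not hold for the genes that vary least. Simulated 2-fold changes were recovered in 0% of cases for Ago against input too. In the real libraries, CCL2 was called there with V-ctrl at a log2 fold change of 1.035 ± 0.092 (SE, adjusted p = 0.00314). Between vectors in the Ago fraction, DESeq2 called 40 genes. Without V-ctrl Ago replicate 3 or V-miR-1 Ago replicate 1 there were 3 called genes, and without V-miR-1 Ago replicate 2 there were 2.

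To ask which mRNAs the pull-down enriches without added miR-1, V-ctrl Ago was compared with V-ctrl input. The study measured miR-1 in HUVECs without overexpression, so these cells need not lack it. Of 15157 genes, 861 were higher and 696 lower in Ago, 1557 in all. With scaling by library size only, the split was 1450 higher and 501 lower, since that scaling moved the median of all genes to 0.20 on the log2 scale. The groups did not overlap for 34.8% of genes, where chance gives 10%. VWF (ENSG00000110799.13) rose from 1138 ± 99 to 5223 ± 183 CPM (SD, n = 3), a log2 fold change of 2.21 ± 0.10 (SE, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000205). CSTF2T was higher by 2.58 ± 0.17 (adjusted p = 0.00109). SNX22 (9.96 ± 0.20, adjusted p = 2.5e-06), RSPH9 (6.48 ± 0.30, adjusted p = 0.00025) and LDLRAD2 (5.61 ± 0.24, adjusted p = 0.000205) had larger values, but each overlaps another gene and none was called with V-miR-1. The difference between vectors was itself not called for SNX22 (−9.42 ± 3.49, adjusted p = 0.809), RSPH9 (−7.57 ± 1.25, adjusted p = 0.206) or LDLRAD2 (−3.87 ± 1.76, adjusted p = 0.855). Within V-miR-1 input, SNX22 had 3 to 11015 counts and LDLRAD2 225 to 7937, and RSPH9 had 7 to 73 counts in V-miR-1 Ago against 1045 to 2133 in V-ctrl Ago. The lowest p-values among lower genes belonged to MT-RNR2 (−4.02 ± 0.17, adjusted p = 0.000205), CAPZA2 (−2.81 ± 0.14), MT-RNR1 (−2.67 ± 0.15), MT-CO3 (−2.71 ± 0.15) and MT-ND4L (−2.36 ± 0.15), the last 4 with adjusted p-values from 0.000357 to 0.00104. CAPZA2 was not called with V-miR-1, and its difference between vectors was 1.64 ± 0.55 (adjusted p = 0.788). The rule of unadjusted p and fold change moved the count most upwards, to 3530. Without replicate 1, 2 or 3 of V-ctrl input, 251, 267 and 406 genes were called.

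The same comparison with V-miR-1 gave 785 higher and 793 lower of 15188 genes, 1578 in all. Under library size only, 1320 were higher and 549 lower, with the median of all genes at 0.17. The groups did not overlap for 35.8% of genes, where chance gives 10%. CCL2 (ENSG00000108691.9) rose from 9925 ± 115 to 20021 ± 460 CPM (SD, n = 3), a log2 fold change of 1.02 ± 0.03 (SE, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 5.4e-05). VWF (2.02 ± 0.07, adjusted p = 7.1e-05), CCN2 (1.15 ± 0.05, adjusted p = 0.000215), PRR29 (4.52 ± 0.23, adjusted p = 0.000307) and SOX4 (1.22 ± 0.07, adjusted p = 0.000574) were also higher. CCL2 was likewise called higher with V-ctrl (1.035 ± 0.092, adjusted p = 0.00314), so its enrichment is not evidence of recruitment by miR-1. PRR29 overlaps ICAM2, had 94 to 3926 counts within V-ctrl input and was not called with V-ctrl, with a difference between vectors of 5.36 ± 1.82 (adjusted p = 0.788). MT-CO2 (−3.24 ± 0.09), MT-ND4 (−2.50 ± 0.08), MT-CO1 (−2.82 ± 0.10), MT-RNR1 (−2.55 ± 0.09) and MT-RNR2 (−4.16 ± 0.16) were lower, with adjusted p-values from 5.4e-05 to 0.000107. Without replicate 1, 2 or 3 of V-miR-1 input, 280, 311 and 398 genes were called.

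The pull-down gave similar profiles with either vector. Of 14674 genes tested with both, 434 were called higher and 357 lower with both vectors, and 0 were called in opposite directions. With scaling by library size only, the shared calls were 767 higher and 237 lower, so their split between directions depends on the scaling. Of the V-ctrl calls, 96.6% had the same sign with V-miR-1. Across genes, which are not independent replicates, the log2 fold changes correlated with Pearson's r of 0.461 and Spearman's rho of 0.574. The 2 comparisons share no library. Of 30 mitochondrially encoded genes, 29 were lower in Ago with either vector, with medians of −1.73 for V-ctrl and −1.34 for V-miR-1. Of 78 genes of ribosomal proteins, 75 were lower with V-ctrl (median −0.59) and 71 with V-miR-1 (median −0.53). These medians stayed below 0 under the other scalings, with library size only giving −1.55 and −1.17 for mitochondrial genes and −0.41 and −0.35 for ribosomal protein genes.

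RISC recruitment by miR-1 was tested as the change of the Ago-to-input ratio between vectors. None of 16413 genes was called (0), 957 had an unadjusted p under 0.05, against 821 by chance, and the smallest adjusted p-value was 0.0879 (edgeR quasi-likelihood, Benjamini-Hochberg). Simulated 4-fold changes were recovered for 17.5% of genes in this design and simulated 2-fold changes for 0%. DESeq2 called 85 genes, 45 higher and 40 lower. The largest count after leaving out 1 library was 19, without V-miR-1 Ago replicate 2.

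The genes that the study shows as recruited to RISC in its heatmap, and RASSF2, which the heatmap lacks and its text counts among them, were examined as a list. There were 22 genes on it. In V-ctrl, all 22 were higher in Ago than in input, with a median log2 fold change of 0.61, and 4 were called over all genes and 7 when adjusted over the list alone. With V-miR-1, 16 of the 22 were higher and the median was 0.19, with 2 called over all genes, CCL2 (higher) and TNFAIP2 (lower), and 2 adjusted over the list alone. The Ago-to-input ratio was lower with V-miR-1 for 19 of the 22 genes, with a median of −0.25 and a range from −2.72 to 0.53. None was called over all genes (0) or adjusted over the list alone (0), and 4 had an unadjusted p under 0.05. The camera p-value was 0.00113, or 0.00453 after Benjamini-Hochberg adjustment over the 4 list tests of recruitment and input. It held under fry (0.0181) and did not pass 0.05 with the estimated correlation of 0.0674 (0.0501). Without V-miR-1 Ago replicate 1 the median was −0.47. Because the list was chosen partly on these libraries, neither count is independent evidence.

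**Figure D2:**
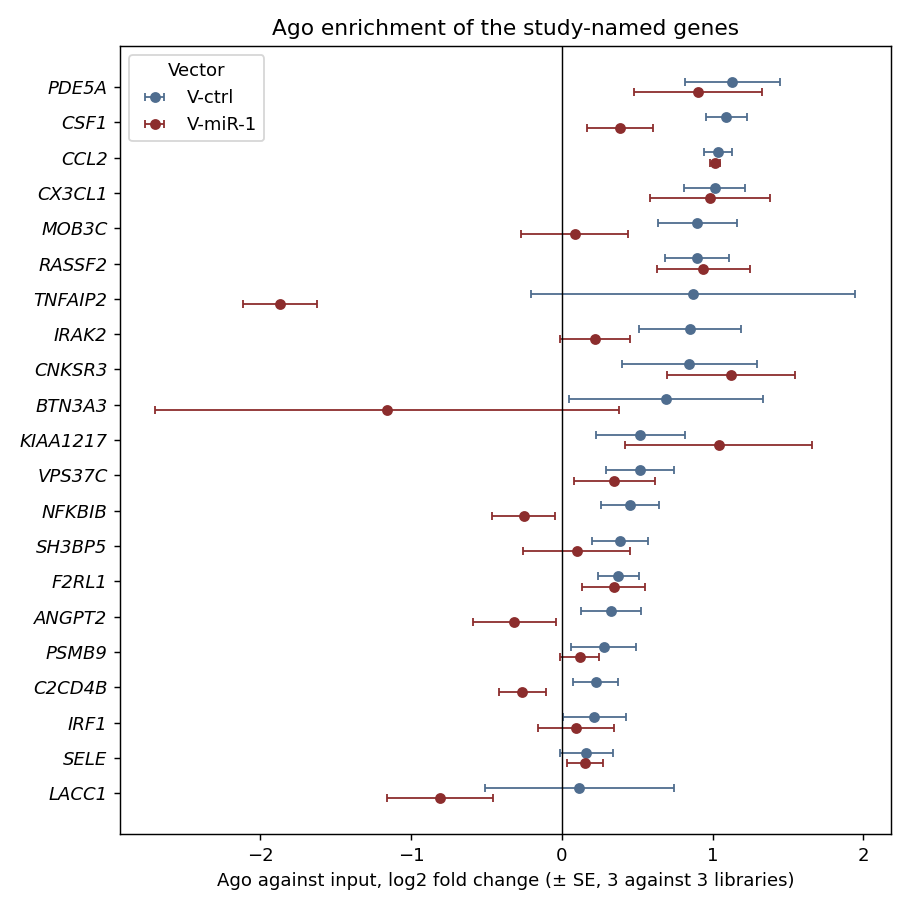
Points give the log2 fold change of Ago against input for 21 of the 22 study-named genes with V-ctrl and with V-miR-1, and bars the standard error from 3 against 3 libraries. All points lie above 0 with V-ctrl, and with V-miR-1 TNFAIP2 is lowest at −1.87.

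Of single genes on that list, ANGPT2 (ENSG00000091879.13) was measured at 24.9 ± 3.0 CPM in V-ctrl input, 26.5 ± 2.2 in V-miR-1 input, 30.9 ± 2.2 in V-ctrl Ago and 21.3 ± 6.1 in V-miR-1 Ago (SD, n = 3). Its recruitment was −0.63 ± 0.33 (SE, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.899). PDE5A (−0.22 ± 0.55), CNKSR3 (0.29 ± 0.64), CX3CL1 (−0.02 ± 0.45) and CCL2 (−0.01 ± 0.10) lay within 1 standard error of 0, and each changed sign when single libraries were left out. TNFAIP2 was at −2.72 ± 1.24 (adjusted p = 0.855), with 69 to 1015 counts within V-ctrl input and 205 to 2523 within V-ctrl Ago. It was at −0.97 without V-ctrl Ago replicate 2 and at −4.10 without V-ctrl input replicate 1. In input, the median change of the 22 genes with V-miR-1 was 0.05, with 13 higher and 9 lower (camera 0.17, adjusted p = 0.227, and fry 0.195). No gene was called over all genes (0) or adjusted over the list alone (0), with 1 at an unadjusted p under 0.05. Without V-ctrl input replicate 1 the median was 0.08 with a camera p-value of 0.0157. The study chose these genes for their rise with TNF-α, and its pull-down protocol describes no TNF-α treatment. An effect of miR-1 on their levels in injured cells was therefore not tested here. In the Ago fraction alone, 17 of the 22 were lower with V-miR-1, with a median of −0.22 and an unadjusted camera p-value of 0.0037, which did not hold under fry (0.0636) or the estimated correlation (0.105).

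The 12 previously described targets checked the overexpression and the pull-down on genes not chosen from these libraries. In input, their median change with V-miR-1 was −0.06, with 8 lower and 4 higher (camera 0.769, adjusted p = 0.769, and fry 0.717). Without V-ctrl input replicate 3 the median was 0.0028. Their Ago-to-input ratio was higher with V-miR-1 for 10 of the 12, with a median of 0.12 (camera 0.101, Benjamini-Hochberg adjusted p = 0.201, and fry 0.0694), and without V-ctrl Ago replicate 1 it was 0.22. In neither comparison was a gene called over all genes (0) or adjusted over the list alone (0), with 0 at an unadjusted p under 0.05 in input and 1 for the ratio. Ago against input, their median was −0.33 with V-ctrl, with 2 called over all genes and 4 adjusted over the list alone, and −0.21 with V-miR-1, with 2 and 5. LASP1, the gene with the lowest ratio at −2.50 ± 1.16 (SE), ranged from 205 to 723 counts within V-ctrl input and from 919 to 5323 within V-miR-1 Ago.

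Counts of single genes jumped between replicates of a group. A jump was taken as a difference of at least 8-fold in CPM between replicates with at least 500 counts in the highest. Of genes with at least 500 counts, 0.708% jumped in V-ctrl input, 0.856% in V-miR-1 input, 2.17% in V-ctrl Ago and 2.89% in V-miR-1 Ago. SNX22 had 5 to 6 counts in V-ctrl input, 11, 3 and 11015 counts in replicates 1, 2 and 3 of V-miR-1 input, 5078 to 8658 in V-ctrl Ago, and 2, 7452 and 9362 in replicates 1, 2 and 3 of V-miR-1 Ago. PPIB, which it overlaps, had 11512 to 19444 counts in all 12 libraries. These examples were chosen after their values were seen.

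**Figure D3:**
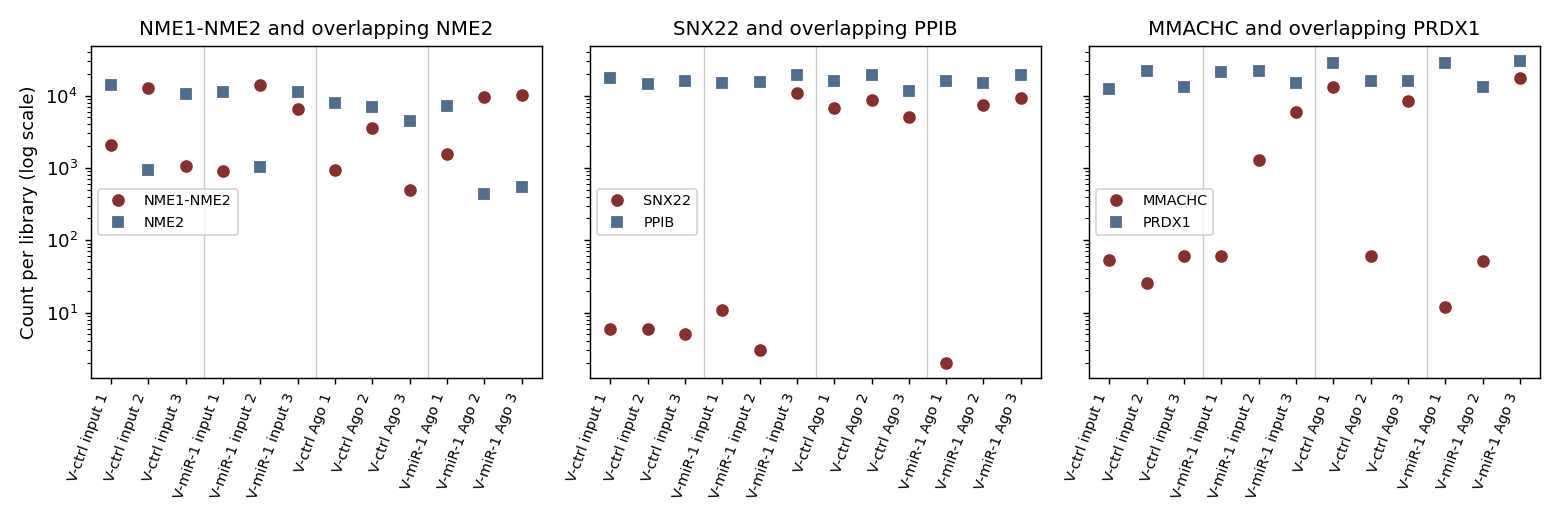
Counts per library on a log axis for 3 genes whose counts jump (circles) and for an overlapping gene (squares), with vertical lines between the 4 groups. NME1-NME2 and NME2 move in opposite directions between V-ctrl input replicates 1 and 2 (2076 and 12829 counts against 13907 and 933), whereas PPIB stays between 11512 and 19444 counts while SNX22 jumps.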

Values the study reported

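The study reported 161 genes that TNF-α raised in 3 types of human endothelial cells, of which 64 had a predicted miR-1 site. Comparing them with the mRNAs recruited to RISC by miR-1 in its Ago pull-down left 21 genes. The study also measured PDE5A, CNKSR3, ANGPT2, CX3CL1, TNFAIP2 and CCL2 by qRT-PCR, as the Ago fraction relative to whole lysate. It reported a higher ratio with V-miR-1 than with V-ctrl. In HUVECs given TNF-α or vehicle, it reported that miR-1 transfection lowered PDE5A, CNKSR3, ANGPT2 and TNFAIP2 mRNA. These qRT-PCR measurements were not re-analysed here.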

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

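The tests of unstable members, of exchanged vector names, of matched random lists and of other splits of the libraries were chosen only after the list's result was seen.

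The study-named list drew attention because its Ago enrichment differed between vectors by a test of the difference itself, and in the direction opposite to recruitment. The median change of the Ago-to-input ratio with V-miR-1 was −0.25 on the log2 scale, lower for 19 of 22 genes, with a camera p-value of 0.00113. The effect held in direction in each of the 6 alternatives and each of the 12 fits that left out 1 library.

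Technical explanations were weighed as follows. Without the 4 members whose CPM varied at least 4-fold within a group (BTN3A3, KIAA1217, LACC1 and TNFAIP2), the median of the other 18 genes was −0.19 and 16 were lower. The camera p-value was then 0.00507 and that of fry 0.0145. With the estimated correlation it was 0.0517, but the full list gave 0.0501, so that value says nothing about these members. Without TNFAIP2 alone, the only member that varied at least 8-fold with at least 500 counts in the highest, the median was −0.22. Without the 9 members that varied at least 2-fold it was −0.16, with 12 of 13 lower. The p-values were then 0.00500 (camera), 0.0110 (fry) and 0.0652 (camera with the estimated correlation). The median shrank with each stricter cut, so unstable members may add to its size. Its direction did not rest on them. A weaker pull-down of all Ago-enriched mRNAs with V-miR-1 would lower any list of such genes. Of 10000 random lists matched on expression and on mean enrichment, 0.44% had a median as low, with a median of 0.02 over the lists, which argues against that explanation for the list as a set. That test treats genes as independent, which these genes, picked for their shared response to TNF-α, need not be. Exchanged vector names would turn the sign. The 28 described targets together had a higher ratio with V-miR-1 (median 0.09, 21 of 28 higher, camera 0.0944, adjusted p = 0.531), and in input a median of −0.05 (camera 0.549, adjusted p = 0.561), so neither reading of the names could be told from the other by these genes. GC content and transcript length were not tested.

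Chance differences between libraries stay open. Of 100 splits of the vectors within each fraction, the real one included, 18 gave a median of the study-named list as far from 0, and the largest other value was 0.38. Besides the real one, some of these splits kept all V-ctrl Ago libraries in one group and exchanged only input libraries. They retain the difference seen in Ago alone (median −0.22), so 18 of 100 is not a chance rate. The count therefore cannot decide whether the difference came from which Ago libraries fell into which group. Members of the list do move together between libraries (estimated correlation 0.0674). A biological effect of miR-1 on these mRNAs stays open too. The list tests of this difference gave p = 0.00113 (camera), 0.0181 (fry) and 0.0501 (camera with the estimated correlation). They rest on a model across all genes and on a list chosen partly on these libraries. They therefore do not settle whether such an effect or chance is the source.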

How the results depend on the processing

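Among the 5 counts of called genes, scaling by median of ratios, scaling by library size, no filter on low counts and the robust fit, which was chosen after seeing the data, each gave a count within 1.5 times the reported one. At least 10 counts in every library did so except for the input comparison, with 5 genes, all among the 8, from 13561 genes tested. DESeq2 called 50 genes in input, including the 8, 40 in Ago, 2750 for Ago against input with V-ctrl, 2797 with V-miR-1, and 85 for the Ago-to-input ratio. The rule of unadjusted p and fold change gave 455, 496, 3530, 3376 and 926 genes in that order. It makes no adjustment, and 802, 531, 3909, 3833 and 957 genes had an unadjusted p under 0.05. One model of all 12 libraries called 0 genes in input, with 219 at an unadjusted p under 0.05, and 1 in Ago. Genes called for Ago against input with both vectors, 434 higher and 357 lower, became 767 and 237 by library size only and 791 and 694 with DESeq2, and the lower ones 566 in one model of all 12 libraries. That model shares 1 dispersion between fractions, and the coefficient of variation was 29.5% in input and 63.5% in Ago. For the other changes the cause was not tested.

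Replicate numbers showed no detectable pairing of the samples. Deviations from the group means of libraries with the same number correlated from −0.02 to 0.03. That does not exclude pairing, since input and Ago of the same number may come from one lysate. The spread within 3 replicates can hide it, and the main fits leave it out. With the replicate number as a block, 0 genes were called in input (779 at an unadjusted p under 0.05), 558 for Ago against input with V-ctrl and 529 with V-miR-1, with 129 higher and 159 lower in both. The blocked medians of the lists kept their direction and their side of the threshold.

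Across the fits that each left out 1 library, called genes ran from 1 (without V-miR-1 input replicate 1) to 13 (without V-ctrl input replicate 2) in input, and from 0 to 3 in Ago. For Ago against input they ran from 251 (without V-ctrl input replicate 1) to 1344 with V-ctrl and from 280 (without V-miR-1 input replicate 1) to 1969 with V-miR-1. For the Ago-to-input ratio they ran from 0 to 19, the latter without V-miR-1 Ago replicate 2, of which 18 were lower. Fewer libraries enter these fits, and more genes pass the filter.

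The median recruitment of the study-named list ran from −0.32 (replicate block) to −0.22 (at least 10 counts) over the alternatives, with camera p-values under 0.05 in all 6, and from −0.47 (without V-miR-1 Ago replicate 1) to −0.18 (without V-ctrl input replicate 2) over the fits without 1 library. Its input change ran from 0.0045 to 0.077 over the latter, and without V-ctrl input replicate 1 the median of 0.075 had a camera p-value of 0.0157. For the described list, the input change ran from −0.11 to 0.0028 without 1 library and reversed without V-ctrl input replicate 3, and the recruitment ran from 0.089 to 0.22. No alternative changed the direction or the call of those 3 results.

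Of single genes, PDE5A reversed in input without V-ctrl input replicate 1 (0.072), V-ctrl input replicate 3 (0.029) or V-miR-1 input replicate 1 (0.096), with a range from −0.11 to 0.096. In the Ago-to-input ratio, PDE5A ran from −0.70 to 0.074, CCL2 from −0.070 to 0.079, CX3CL1 from −0.28 to 0.27 and CNKSR3 from −0.31 to 0.51 across the 12 fits without 1 library. CNKSR3 reversed without V-ctrl input replicate 1 (−0.23) or V-miR-1 Ago replicate 3 (−0.31). CX3CL1 reversed without V-ctrl Ago replicate 1 (0.071), V-miR-1 Ago replicate 2 (0.27) or V-miR-1 input replicate 3 (0.16). PDE5A reversed without V-miR-1 Ago replicate 2 (0.074) and CCL2 without V-ctrl input replicate 3 (0.079). TNFAIP2 kept its direction and ran from −4.10 (without V-ctrl input replicate 1) to −0.97 (without V-ctrl Ago replicate 2). None of these genes was called.

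The calls of the input genes with a symbol were less stable than their directions, which never changed. All 12 libraries in one model and the replicate block called none of the 6. Across the fits without 1 library, ATP1B3 lost its call only without V-miR-1 input replicate 1 (adjusted p = 0.0801), ORAI2 lost it in 2 of 6 fits, TIMM8B, TOMM40L and ABLIM1 in 5, and PLD1 in 6, with adjusted p-values of PLD1 from 0.0507 to 0.128. SNX22 with V-ctrl (adjusted p = 0.0598) and PRR29 with V-miR-1 (adjusted p = 0.0577) lost their Ago-against-input calls in the model of all 12 libraries.

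The tests of miR-1 seed sites in 3′ untranslated regions and their alternatives were not run, since no genome sequence was used. The spread of the Ago libraries limits the comparisons that involve them, because simulated 2-fold changes of single genes were recovered in 0% of cases there.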

Other observations

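The tests of overlapping genes, of reads moved between them, of jumps among the called input genes, of missing transcripts and of list medians over other splits were chosen only after the patterns were seen. The other tests below were fixed before their results were seen.

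Other splits of the libraries were fitted in the same way. For input, 5 of the 10 splits of the 6 libraries gave at least 8 called genes, and the 9 splits other than the real one gave 1 to 14. For Ago, all 10 gave at least 0 genes, and 3 of the other 9 gave at least 1 (531 genes had an unadjusted p under 0.05 in the real split). For Ago against input, 1 of the 10 splits, the real one, gave as many genes with V-ctrl, and likewise 1 of the 10 with V-miR-1, with at most 2 and 3 genes in the others. A share under 0.1 cannot be reached with 10 splits. For the Ago-to-input ratio, all 100 splits drawn gave at least 0 genes, as any split must, and 57 of the other 99 gave at least 1 (957 genes had an unadjusted p under 0.05 in the real split). The input median of the study-named list was as far from 0 in 4 of 10 splits, and that of the described list in 1 of 10. The recruitment median of the described list was as far from 0 in 41 of 100 splits. Some of these splits kept the real Ago groups, so this share is not a chance rate.

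Further described targets did not show the overexpression. The 16 added targets had a median change of −0.03 in input with V-miR-1, 10 lower and 6 higher (camera 0.561, adjusted p = 0.561), and a median change of 0.06 in the Ago-to-input ratio, 11 higher and 5 lower (camera 0.354, adjusted p = 0.531). A rise of miR-1 activity and a recruitment of described targets may be too small for these libraries, and both stay open. Of 10 interferon-stimulated genes, all of which these cells express, 7 were lower with V-miR-1 in input, with a median of −0.11 (camera 0.301, adjusted p = 0.531), and their Ago-to-input ratio had a median of −0.17 (camera 0.26, adjusted p = 0.531), so a different response to the 2 lentiviral vectors was not detected and is not excluded.

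Jumps in the counts were tied to overlapping genes. Of 78 genes that jumped within an input group, 74 had a RefSeq match, and 85.1% of those overlap another gene, against 60.8% in the middle of 10000 random lists matched on expression. The permutation p was 1e-04, the smallest that 10000 lists can give. This is consistent with reads that the counting assigned to either of 2 genes. Where the overlapping gene was also expressed, the median log2 difference of that gene was −0.13 between the library with the high count and the one with the low count, and it fell in 23 of 32 genes (exact two-sided binomial p = 0.0201). A move of reads from the overlapping gene fits part of the pattern. The median loss was 17.2% of the gain and was below the whole gain in 30 of 32 genes, which argues against the overlapping gene as the source of all gained reads. What adds the remaining counts stays open, and no biological explanation was tested. Pairs differed. NME1-NME2 had 1074 and 12829 counts in V-ctrl input replicates 3 and 2 while NME2 had 10582 and 933, a loss of 68.5% of the gain at equal depth, and for TGIF2 the overlapping TGIF2-RAB5IF rose with it.

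Jumps in the counting that fell in line with the groups could explain part of the 8 called input genes. Of these, 3 (ABLIM1, ORAI2 and TOMM40L) differed at least 4-fold between replicates of an Ago group, and matched random lists gave the same share, 37.5%. With 8 genes, of which 2 had 0 counts in Ago, this count of 3 decides nothing, and an effect of miR-1 and a jump in line with the groups cannot be told apart for these genes.

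Single Ago libraries lacked transcripts that both other replicates held. The fewest missing genes in an Ago library were 33, against at most 12 in an input library. Lower depth does not account for the difference between the fractions, since the median total of the Ago libraries, 16.8 M counts, was above the 15.1 M of the input libraries. Within the Ago fraction it may add to the difference, since V-ctrl Ago replicate 3 had the lowest total of all libraries, 11.9 M, and 103 missing genes, but V-miR-1 Ago replicate 3 had 19.1 M and the most, 206. Genes with 50 to 200 counts in the other replicates were missing in 0.981% to 6.04% of cases per Ago library, and genes above that in 0.0131% to 0.184%. Input libraries had the same order, with 0.133% to 0.265% against 0.0133% to 0.0504%, so it does not show that few RNA molecules entered the Ago libraries. That explanation stays open, and no biological explanation was tested.

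The number of study-named genes with an adjusted p-value under 0.05 for the Ago-to-input ratio (edgeR quasi-likelihood, Benjamini-Hochberg) was 0 here, with 4 at an unadjusted p under 0.05. That is lower than the number of genes quoted from the study above, but the comparison decides nothing. In this design, simulated 2-fold changes of single genes were recovered in 0% of cases and 4-fold changes in 17.5%. The study does not state the threshold by which it counted a gene as recruited.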
